A study of Mus musculus with 8 samples. Its data were reported in "N4‐acetylcytidine in LncRNA Gm26917 Promotes Translation in Female Germline Stem Cells by Recruiting Ribosomal Protein mRNA via EEF1A1" (2026).

How the data were processed

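ac4C was profiled in cultured mouse FGSCs and in Dif-FGCs at day 3 of differentiation, which by the study's methods took place in co-culture with granulosa cells and with retinoic acid, BMP4 and bFGF. Ribosomal RNA was depleted, the RNA was fragmented, and fragments were immunoprecipitated with an ac4C antibody. The 8 libraries comprise 2 IP and 2 input libraries per group. Groups and replicate numbers were taken from the sample titles, and each table was assigned to its IP library by the replicate code in both names.

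The submitters' processing notes name cutadapt, HISAT2 and MACS2 and the mm10 build, with no versions. The deposited tables hold a list of peaks per IP library, called by the authors against the input, limited to peaks assigned to mRNAs and annotated by the authors with gene names and with GO and KEGG terms. Within a list the authors' fold enrichment is a ratio of IP over input. The authors' peak score is the negative log10 of the peak's p-value multiplied by 10. The authors' FDR column is a percent, and the other deposited value used is peak length in bp. The lowest fold was 2.2 in FGSC 1 and 2 in the other lists, and the lowest score was 50 to 50.02. The FDR column was not used as a filter: its median was 68.6% in both FGSC lists, 59.9% in Dif-FGC 1 and 100% in Dif-FGC 2, and 1 peak of FGSC 1 and 0 peaks of the other lists had 5% or less. The peak names, the form of the score and an FDR in percent resemble the output of MACS releases before MACS2, so the release that made the lists, and with it the exact definition of fold, score and FDR, is not settled. Why most FDR values are high is not known. The highest number in the authors' peak names was 79840 in FGSC 1, 85001 in FGSC 2, 60989 in Dif-FGC 1 and 38756 in Dif-FGC 2, so the lists hold 28.5%, 19.2%, 36.9% and 35.9% of the numbered peaks, and the others were not used here. The lists carry no read counts and no strand, so no differential test per peak was run and the overlap of peaks ignored strand.

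Peaks were read as half-open intervals counted from 0, because 1571 peak starts plus 1 and 1493 peak ends equalled a gene limit in the RefSeq genes of GRCm38.p6, and positions are printed counted from 1. Of 11417 gene names in the lists, 10652 matched that gene table by symbol, 430 by gene ID and 175 by synonym, and 160 were kept as given. Peaks of the 4 lists that overlapped by at least 1 bp were merged to loci. A locus or gene was assigned to a group only when it had a peak in both libraries of the group and in neither of the other, and the same rule was applied to the other ways of splitting the 4 libraries into pairs, 3 splits in all. Overlap between lists was measured as the share of peaks overlapped, averaged over both directions, and as the Jaccard index of covered bases. Peak and gene numbers were compared by exact two-sided permutation over 6 assignments of the libraries.

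Lists of 23 cell types, pathways and complexes were tested by two-sided Fisher's exact tests of the share of genes in each group only against all other genes with a peak in both libraries of at least 1 group, 46 tests adjusted together by Benjamini-Hochberg at 0.05. These were germline stem and early germ cell, meiosis, oocyte, granulosa cell, fibroblast and stromal, macrophage and leukocyte, endothelial, retinoic acid response, BMP and TGF-beta, Wnt, mTOR, AMPK and Hippo signalling, pluripotency, cytosolic ribosomal proteins, translation initiation and elongation, RNA modification enzymes and readers, histone acetylation and deacetylation, histone methylation, G2/M and G1/S cell cycle, apoptosis, and oestrogen receptor and steroid response. A further list, a selection of 23 genes that the study names, was described but not tested. The authors' GO and KEGG terms with at least 15 callable genes were tested in the same way after the results of the lists had been seen, with 1192 terms in each direction. In both kinds of test the unit was the gene, so their p-values do not cover the spread between replicates. Named genes were the selection of 23 genes, the 10 genes of each group with the best mean rank of their strongest peak by fold, the 5 best of those with a peak in all 4 libraries, and up to 4 members of a list with an unadjusted p under 0.05 or 2 of any other. The main tests, lists, rule for named genes and most alternatives were fixed before the data were examined.

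On simulated data with 18741 loci the merging found 18741 loci with a largest miscount of 0 over the classes. The simulated loci lay far apart, so the merging of close peaks was not tried. For the list test, 40 lists of 40 genes were drawn among 8000 genes, 5 of them with an expected FGSC-only share of 40% against 8% for the rest. The test called 4 of these 5 lists and 0 of 75 other list tests. No simulated gene had a peak in Dif-FGCs only, so the Dif-FGC-only tests among the 75 could not have been called. The planted list that was not called had drawn 8 FGSC-only genes, against 15 to 18 in the others. The term test, run on the same simulated genes and with the same limit, also called 4 of the 5 and 0 of the others. Lists with far fewer callable genes, such as the 6 of the granulosa cell list, were not simulated.

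Alternatives were the 13920 strongest peaks of each list (the length of the shortest), the 50% of each list with the higher fold, a fold of at least 4, merging within a list, a reciprocal overlap of at least 50%, a peak in at least 1 library as the rule, a score of at least 100, leaving out each library in turn, and the replicate number as a block for peak and gene numbers. The position of peaks along the mRNA and the motif in peaks were not analysed here, since they need transcript models and sequence. The input libraries were used only through the authors' peak calls, so transcript abundance was not analysed here. Computation used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.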

Results

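Acetylated RNA immunoprecipitation and sequencing (acRIP-seq) of N4-acetylcytidine (ac4C), an acetyl mark on cytidine that NAT10 writes, was compared between mouse female germline stem cells (FGSCs) and the differentiated germ cells obtained from them at day 3 (Dif-FGCs). The series holds 8 libraries, an immunoprecipitated (IP) library and its input for each of 2 FGSC and 2 Dif-FGC replicates, and the deposited tables give the ac4C peaks of mRNAs in each of the 4 IP libraries over its own input. The lists held 22791 peaks in 9050 genes for FGSC 1, 16290 peaks in 8000 genes for FGSC 2, 22480 peaks in 8555 genes for Dif-FGC 1 and 13920 peaks in 6478 genes for Dif-FGC 2. Peaks covered 5114768 bp, 3663674 bp, 5590950 bp and 4954226 bp in the same order, and their median length was 158, 164, 165 and 210 bp. Read depth is not in the tables, so the sequencing depth behind a peak is unknown and a gene without a peak is not shown to lack ac4C. All positions are in the mm10 build.

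The first question was whether differentiation changed the number of peaks and of genes with a peak, which do not measure the level of ac4C. In both states peaks were widespread, and 4961 of the 11417 genes with a peak in any library carried one in all 4 libraries. The peaks were not filtered by the authors' FDR, whose median was 59.9% to 100% in the lists, so a peak alone does not establish ac4C. The mean number of peaks was 19540.5 ± 4597 in FGSCs and 18200 ± 6053 in Dif-FGCs (SD, n = 2 each), and the mean number of genes was 8525 ± 742 and 7516.5 ± 1469. Neither difference exceeded the spread between replicates, with p = 0.667 for peaks and p = 0.667 for genes in exact two-sided permutation tests. Covered bases lay the other way, with a Dif-FGC mean at 120% of the FGSC mean, and peaks per gene were 2.28 ± 0.341 in FGSCs and 2.39 ± 0.339 in Dif-FGCs (SD, n = 2 each, exact permutation p = 0.667 for both measures). The smallest p that the exact test of 2 against 2 libraries can reach is 0.33. The study calls the replicates biological, but nothing in the labels says that they were separate cultures, so these p-values cover the spread between these samples alone. Which group had more peaks depended on single libraries. The difference of Dif-FGCs minus FGSCs was 1910 peaks without FGSC 1, -4591 without FGSC 2, -5620.5 without Dif-FGC 1 and 2939.5 without Dif-FGC 2, and for genes it was -483.5, -1533.5, -2047 and 30 in the same order.

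**Figure D1:**
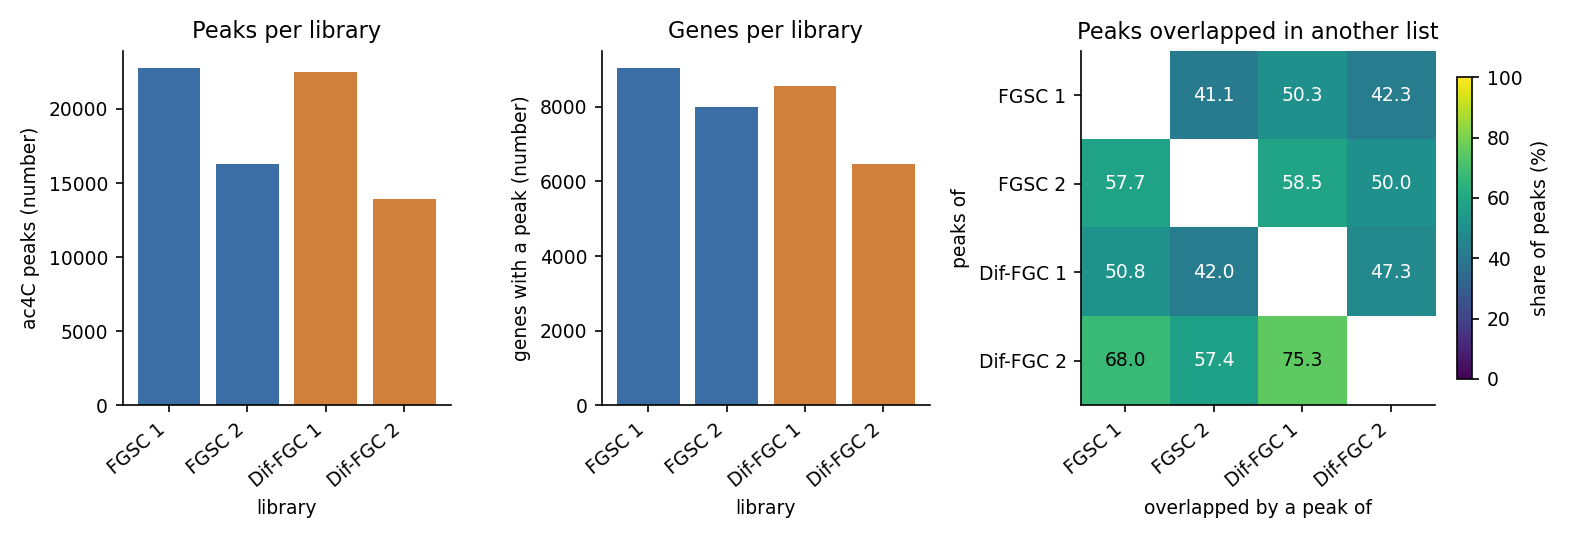
Number of ac4C peaks and number of genes with a peak in each of the 4 IP libraries, and share of the peaks of each list (percent) overlapped by a peak of each other list. The replicates of each group lie farther apart than the group means, which are 19540.5 and 18200 for peaks.

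Of the 4961 genes with a peak in all 4 libraries, the 5 with the best mean rank of the authors' fold over input were Aebp2, a cofactor of Polycomb repressive complex PRC2, the transcription elongation factor Supt5, the intracellular cation channel gene Tmem38b, the nuclear distribution gene Nudc and the acidic nuclear phosphoprotein gene Anp32b. The peak of Aebp2 lay at chr6 140623499 to 140624344 in every library, with a fold of 2107.56 in FGSC 1, 4770.46 in FGSC 2, 3471.66 in Dif-FGC 1 and 1964.8 in Dif-FGC 2. The peak of Supt5 lay at chr7 28338352 to 28338706, that of Nudc at chr4 133545805 to 133546027 and that of Anp32b at chr4 46469883 to 46470049, also with identical limits in all 4 lists. The fold is the value of the authors' peak caller and ranks peaks within a list, so it is not compared between lists here. Exon and UTR annotation was not used.

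Merging the 4 lists gave 39860 loci, of which 6160 (15.5%) held a peak in all 4 libraries and 21803 (54.7%) a peak in a single library. Loci shared by both groups had the higher folds within each list. Their median fold was 20.9 in FGSC 1, 12.6 in FGSC 2, 17.1 in Dif-FGC 1 and 13.8 in Dif-FGC 2. At loci held by both replicates of the own group alone the medians were 10.7, 5.98, 6.42 and 5.68, and at loci of that library alone they were 7.14, 4.4, 4.64 and 4.71. Weak peaks were found again less often. Among the 25% of FGSC 1 peaks with the highest fold, 74.2% lay at a locus that FGSC 2 also held, and among the 25% with the lowest fold 18.1% did. The same shares for Dif-FGC 1 peaks in Dif-FGC 2 were 81.7% and 19.0%.

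By the overlap of the full lists, which differ in length, the Dif-FGC replicates resembled each other more than they resembled the FGSC libraries. The FGSC replicates did not. The mean share of overlapped peaks was 61.3% for the Dif-FGC pair and 49.4% for the FGSC pair. It was 50.6%, 55.1%, 50.3% and 53.7% for the pairs that joined FGSC 1 with Dif-FGC 1, FGSC 1 with Dif-FGC 2, FGSC 2 with Dif-FGC 1 and FGSC 2 with Dif-FGC 2. The Jaccard index of covered bases was 0.469 within Dif-FGCs, 0.352 within FGSCs and 0.358 to 0.391 between groups. Pairs within groups exceeded pairs between groups by 2.90 percentage points on average. That difference was 9.27 points without FGSC 1 and 8.41 without FGSC 2, but -5.05 without Dif-FGC 1 and -1.04 without Dif-FGC 2. No p-value is given, since 2 of the 6 pairs lie within groups.

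The next question was which loci held peaks in a single state. By the rule that a peak be present in both replicates of a group and in neither of the other, 1439 loci (3.61%) were found in FGSCs only and 1453 (3.65%) in Dif-FGCs only. The total of 2892 compares with 2409 and 1958 loci when the same rule was applied to the mixed splits of the 4 libraries, which pair FGSC 1 with Dif-FGC 1 or with Dif-FGC 2. With every list shortened to its 13920 strongest peaks, the real split gave 2438 loci and the mixed splits 1434 and 1450. The 2438 were 1026 loci in FGSCs only and 1412 in Dif-FGCs only. With a peak in at least 1 library of a group as the rule, 14123 loci were in FGSCs only and 10572 in Dif-FGCs only, and 15165 were in both groups. Of these, both replicates held 10.2% of the FGSC loci and 13.7% of the Dif-FGC loci. In the 50% of each list with the higher fold the counts were 797 in FGSCs only, 742 in Dif-FGCs only and 3345 in all 4 libraries. The count of FGSC loci was 5759 without FGSC 1, 9803 without FGSC 2, 2705 without Dif-FGC 1 and 1952 without Dif-FGC 2. That of Dif-FGC loci was 3356 without FGSC 1, 2409 without FGSC 2, 3126 without Dif-FGC 1 and 8899 without Dif-FGC 2, since 1 library then stands for its group, both where a peak is required and where its absence is.

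**Figure D2:**
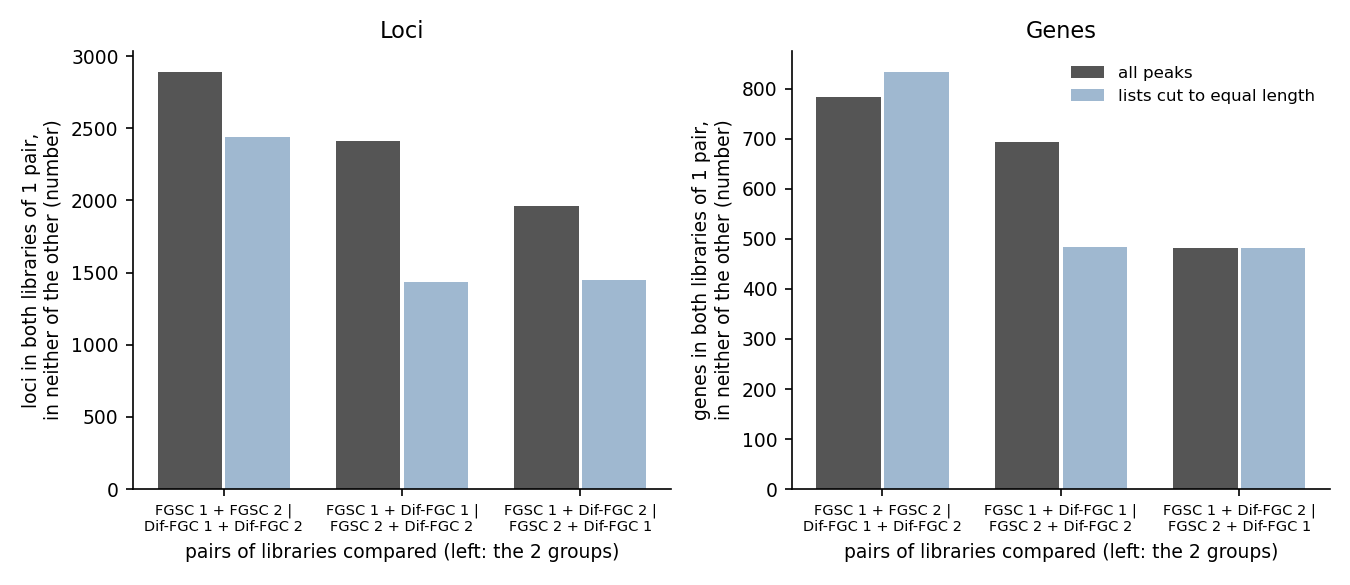
Number of loci (left) and genes (right) with a peak in both libraries of a pair and in neither library of the other pair, for the real split of the 4 libraries and the mixed splits, with all peaks and with the 13920 strongest peaks of each list. The real split gives 2892 loci and 784 genes with all peaks, above the mixed splits in each panel.

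At the gene level more genes had peaks in FGSCs only than in Dif-FGCs only when all 4 libraries were used, but not without Dif-FGC 2. There were 599 genes with a peak in both FGSC replicates and in neither Dif-FGC replicate, and 185 genes of the opposite kind, a ratio of 3.24. With equal list lengths the counts were 568 and 266, a ratio of 2.14. The loci of these equal lists lay the other way, with 1026 in FGSCs only and 1412 in Dif-FGCs only. With full lists a mixed split was more uneven, with 630 genes in FGSC 1 and Dif-FGC 1 only, the longer lists, and 64 in FGSC 2 and Dif-FGC 2 only. With equal list lengths the mixed splits gave 264 and 219 genes and 210 and 272 genes, less uneven than the real split. With a peak in at least 1 library as the rule the counts were 2291 and 1078. Without FGSC 1 there were 1267 FGSC-only and 714 Dif-FGC-only genes, and the counts were 1623 and 417 without FGSC 2 and 1524 and 310 without Dif-FGC 1. Without Dif-FGC 2 the order turned, with 825 FGSC-only and 953 Dif-FGC-only genes.

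The strongest peaks among the 599 FGSC-only genes lay in Gm20594 at chr6 79818031 to 79818346 in FGSC 1, with a fold of 514.39 there and 290.09 in FGSC 2. The SUMO ligase gene Pias2 came next, at chr18 77065208 to 77065419 with folds of 158.72 and 466.26. They were followed by the ubiquitin ligase gene Rnf5 (chr17 34603334 to 34603690), Gm9242, the semaphorin receptor gene Plxnb3 (chrX 73764430 to 73764513), Ubald1, the histone H2A gene Hist1h2ad (chr13 23574381 to 23574952), Lst1, the guidance ligand gene Slit2 and Gtpbp6. Within the lists of known genes, peaks in FGSCs only were carried by Yap1, the transcriptional effector of Hippo signalling, at chr9 8004264 to 8004596 in FGSC 1 with a fold of 115.5 (22.34 in FGSC 2), and by its DNA-binding partner Tead1. The same held for Ifitm3 and Thy1, surface proteins used to mark germline stem cells. The strongest Thy1 peak of FGSC 1 ranked low, at 87.3% of its list. Of the 8 callable genes on the germline stem and early germ cell list, 5 carried peaks in both groups, and Itga6 had them in Dif-FGCs only. FGSC-only peaks also lay in the cyclin-dependent kinase inhibitor genes Cdkn1a (chr17 29090979 to 29091089 in FGSC 1) and Cdkn2a. Further ones lay in the RNA-binding protein genes Igf2bp1 and Igf2bp2, and in the mTOR pathway genes Rps6kb2 (chr19 4163168 to 4163354) and Rragc. For Lst1, Tead1, Thy1, Igf2bp1 and Rragc the strongest peaks of the FGSC replicates lay at different loci.

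Among the 185 Dif-FGC-only genes the strongest peaks lay in Tti2, which helps stabilise PIKK kinases, at chr8 31150316 to 31150477 in Dif-FGC 1, with a fold of 158.35 there and 102.35 in Dif-FGC 2. The delta tubulin gene Tubd1 followed at chr11 86544991 to 86545237 in Dif-FGC 1, with folds of 137.38 and 53.37. The epoxide hydrolase gene Ephx2, Abcf2 (chr5 24576519 to 24576727), the UDP-sugar enzyme gene Uap1 (chr1 170174750 to 170174964), AK053727, the secreted Wnt modulator gene Sfrp2 (chr3 83766321 to 83767043), Paqr3, Prss35 and Rasd2 completed the 10 highest ranks. Nr5a1 and Nr5a2, nuclear receptors of steroid-producing and granulosa cells, also carried peaks in both Dif-FGC replicates and in no FGSC library, with best folds of 15.42 and 16.35 in Dif-FGC 1 and 6.08 and 4.66 in Dif-FGC 2. The Wnt ligand genes Wnt5a and Wnt7b and the planar polarity gene Vangl1 did so too, with best folds of 18.76, 13.19 and 6.5 in Dif-FGC 1. In these 5 genes, and in Ephx2 and Paqr3, the strongest peaks of the replicates lay at different loci. The strongest Nr5a1 peak of Dif-FGC 1 lay at chr2 38693869 to 38694088 and that of Dif-FGC 2 at chr2 38710656 to 38710760.

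Gene lists for cell types and pathways were compared with all other genes that had a peak in both libraries of at least 1 group, 7657 genes in all. Genes, not libraries, were the unit of these tests. None of the 46 list tests passed Fisher's exact test after Benjamini-Hochberg adjustment, and 3 had an unadjusted p under 0.05. Granulosa cell markers had a Dif-FGC-only peak in 2 of 6 genes (33.3% against 2.39%, Fisher p = 0.00817, adjusted p = 0.376). Wnt signalling had one in 3 of 24 genes (12.5% against 2.38%, Fisher p = 0.0193, adjusted p = 0.445). Histone methylation genes had an FGSC-only peak in 0 of 51 (0% against 7.88%, Fisher p = 0.0316, adjusted p = 0.485), and 41 of the 51 carried peaks in all 4 libraries. With a peak in at least 1 library as the rule, 52 of 54 histone methylation genes had a peak in both groups. Their share was then low in Dif-FGCs only as well, at 1 of 54 (1.85% against 9.48%, Fisher p = 0.059). Under that rule 2 tests passed. They had 7 of 14 granulosa cell genes in Dif-FGCs only (50% against 9.39%, adjusted Fisher p = 0.00286) and 1 of 54 histone methylation genes in FGSCs only (1.85% against 20.2%, adjusted Fisher p = 0.00286). The number of tests passed was 2 without FGSC 1, for these lists with adjusted Fisher p of 0.0294 and 0.0229. It was 1 without FGSC 2 (histone methylation, adjusted Fisher p = 0.0378) and 1 without Dif-FGC 2 (granulosa cell, adjusted Fisher p = 0.0268). It was 0 without Dif-FGC 1, where the granulosa cell list had an adjusted Fisher p of 0.0825 and 8 of 51 histone methylation genes were in FGSCs only (15.7% against 19.1%, Fisher p = 0.72). With equal list lengths it was also 0, with 2 of 48 histone methylation genes in FGSCs only (Fisher p = 0.432). The Wnt share had a Fisher p of 0.0369 without FGSC 2, but 0.0602 with equal list lengths, 0.0706 without Dif-FGC 1, 0.482 without FGSC 1, 0.523 without Dif-FGC 2 and 0.548 with a peak in at least 1 library as the rule (4 of 33 genes).

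For the other lists the shares are given without a call. Among all other callable genes the share was 7.80% to 7.86% in FGSCs only and 2.40% to 2.43% in Dif-FGCs only. The G1/S (7.89%), translation (8%) and pluripotency (7.69%) lists lay near the FGSC-only share. The G2/M list (6.25%) lay below it and the Hippo list (16%) above it. FGSC-only peaks were found in 4 of 25 Hippo signalling genes, 4 of 39 mTOR signalling genes, 3 of 38 G1/S cell cycle genes and 3 of 27 genes of RNA modification enzymes and readers. They were found in 2 of 32 G2/M cell cycle genes (Bub1 and Brca1), 2 of 23 apoptosis genes (Tnfrsf10b and Casp6), 2 of 25 translation initiation and elongation genes (Eef1e1 and Eif2b2) and 2 of 19 BMP and TGF-beta signalling genes (Tgfb3 and Tgfbr3). Further FGSC-only peaks lay in 2 of 11 fibroblast and stromal genes (Twist1 and Col1a2), 2 of 11 cytosolic ribosomal protein genes (Rpl34 and Rpl38) and 2 of 8 germline stem and early germ cell genes, and in 1 of 49 histone acetylation and deacetylation genes (Sirt4), 1 of 13 pluripotency genes (Tbx3) and 1 of 6 retinoic acid response genes. With equal list lengths the ribosomal protein genes turned, with 1 of 9 in FGSCs only and 3 of 9 in Dif-FGCs only (33.3% against 3.91%, Fisher p = 0.00429, adjusted p = 0.197). With a peak in at least 1 library as the rule, 8 of 20 of them were in FGSCs only (40% against 20.0%, Fisher p = 0.0439, adjusted p = 0.289). Without FGSC 2 it was 7 of 17 (41.2% against 17.1%), and without FGSC 1, Dif-FGC 1 or Dif-FGC 2 it was 3 of 12, 3 of 13 and 2 of 12. Dif-FGC-only peaks were found in 1 of 3 macrophage and leukocyte genes (Laptm5), 1 of 8 germline genes (Itga6) and 1 of 19 BMP and TGF-beta signalling genes (Acvr2b). For Brca1, Casp6, Eif2b2, Tgfbr3, Twist1, Col1a2, Rpl38, Sirt4, Laptm5, Itga6 and Acvr2b the strongest peaks of the replicates lay at different loci. Neither kind was found among 28 AMPK signalling, 16 oestrogen receptor and steroid response, 6 meiosis, 1 oocyte and 1 endothelial genes that could be called. Of the 78 ribosomal protein genes listed, 58 had no peak in any library, as did 25 of 35 meiosis genes and 16 of 20 oocyte genes. By contrast, 54 of 55 histone methylation and 33 of 34 AMPK signalling genes had at least 1 peak.

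**Figure D3:**
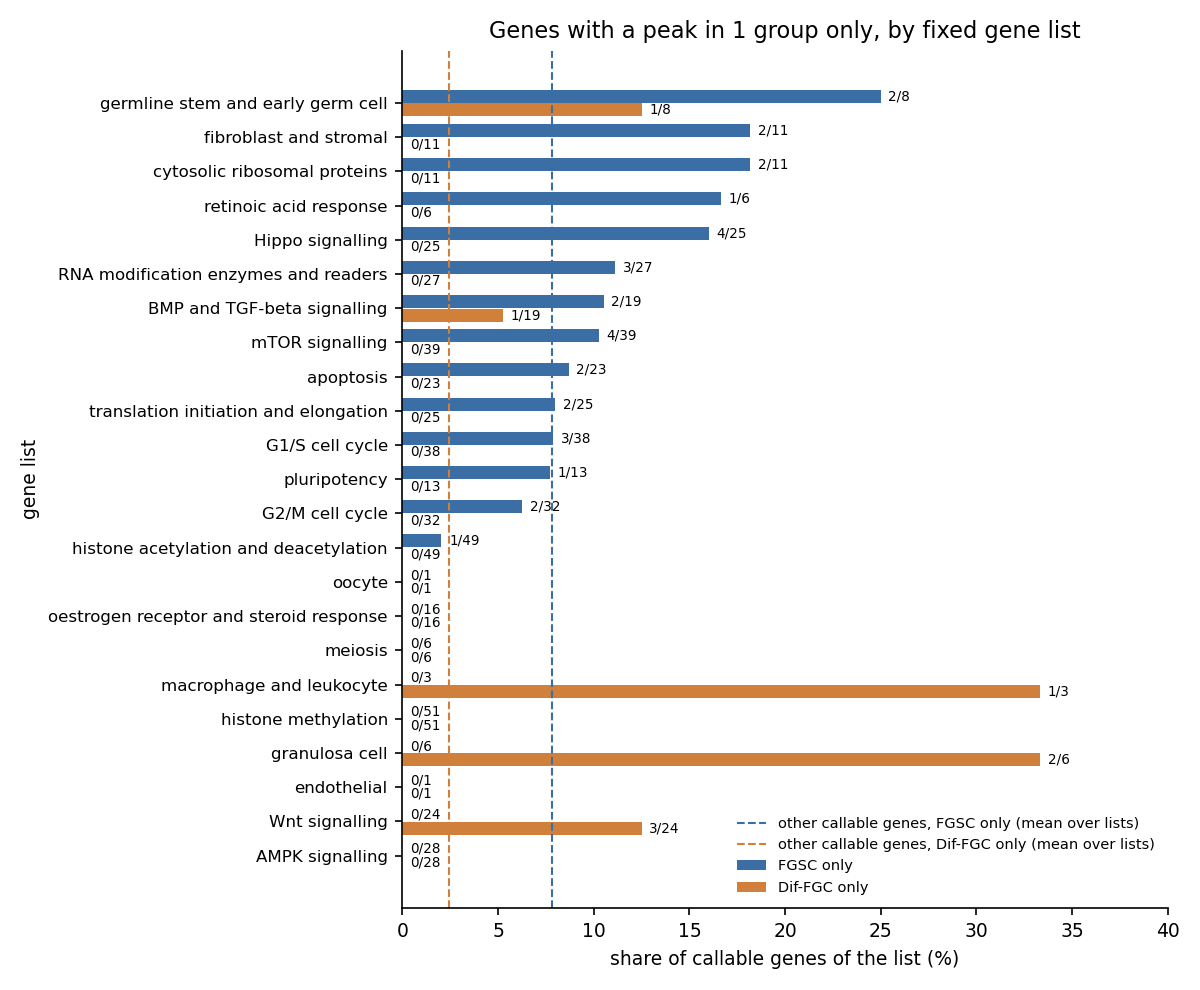
Share of the callable genes of each list (percent) with a peak in both FGSC libraries only and in both Dif-FGC libraries only, with the dashed lines at the mean share among all other callable genes. Granulosa cell markers reach 33.3% in Dif-FGCs only with 2 of 6 genes, and histone methylation genes 0% in FGSCs only.

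A selection of 23 genes that the study names, some of which it chose on these libraries, was looked up, and 11 of them had a peak in at least 1 list. Esr1, the oestrogen receptor, had 2 peaks in FGSC 1 and 3 in Dif-FGC 1, none of which shared a locus, and no peak in FGSC 2 or Dif-FGC 2. Etv4, a transcription factor of germline stem cell renewal, had 4 peaks in each FGSC replicate and 2 in each Dif-FGC replicate, and its peak at chr11 101774879 to 101775444 was present in all 4 libraries. Each Etv4 locus without a Dif-FGC peak was held by a single FGSC replicate. The Etv4 locus at chr11 101784517 to 101784848 had a peak in FGSC 1 and both Dif-FGC libraries but not in FGSC 2. Nat10 itself had 4, 1, 2 and 2 peaks in FGSC 1, FGSC 2, Dif-FGC 1 and Dif-FGC 2. Fndc3a had its peak at chr14 72709718 to 72710003, Pgam1 at chr19 41911871 to 41912186 in all 4 libraries, and the cell cycle repressor gene E2f7 had 11, 3, 8 and 6 peaks. Dock2 had 3, 1, 3 and 0 peaks, while Klf4 with 3 peaks and Bcl2 and Fgf10 with 1 peak each were found in FGSC 1 alone. The other 12 genes had no peak in any list, among them Rpl10, Eef1a1, Ddx4, Pou5f1 and the meiotic genes Stra8 and Sycp3, and also Gm26917, Gm42418 and Malat1, which as noncoding RNAs fall outside lists of mRNA peaks. By the rule for both replicates none of these 23 genes was specific to a group.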

Values the study reported

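The study reported 15,481 ac4C peaks shared between FGSCs and Dif-FGCs, with 14,276 peaks found in FGSCs alone and 10,687 in Dif-FGCs alone. By position along the mRNA, the study gave 49.1% of peaks in coding sequences in FGSCs and 50.5% in Dif-FGCs, 8.9% and 11% near stop codons, 24.9% and 24.4% near start codons, 4.4% and 3.1% in 3'-UTRs, and 12.7% and 11% in 5'-UTRs. It described more ac4C at Esr1 and less at Etv4 after differentiation. By RNA dot blot the study found significantly less ac4C in total RNA and in poly(A)+ mRNA of Dif-FGCs than of FGSCs. It also found lower NAT10 mRNA and protein in Dif-FGCs.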

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

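The score limit of 100, the leave-outs for peak number, gene number and list overlap, and the replicate block were chosen after seeing the data. By the rule of both replicates, the counts of loci and genes in FGSCs only and in Dif-FGCs only and of loci in all 4 libraries stayed within 1.5 times under equal list lengths and the score limit, and the counts of loci also under reciprocal overlap. With a fold of at least 4 FGSCs still had more peaks and genes (differences of -2130.5 and -1053), and merging within lists left the peak difference at -1340.5. Of the 46 counts of called genes per list and direction, 20 moved by over 1.5 times with equal list lengths and 31 with a peak in at least 1 library as the rule. In the 50% of each list with the higher fold, loci numbered 797 in FGSCs only, 742 in Dif-FGCs only and 3345 in all 4 libraries, since fewer peaks entered. With a peak in at least 1 library as the rule, loci numbered 14123, 10572 and 15165 in both groups, genes 2291 and 1078, and 2 list tests passed, as the rule asks for less. Leaving out each library in turn gave 1952 to 9803 loci in FGSCs only and 2409 to 8899 in Dif-FGCs only, 825 to 1623 and 310 to 953 genes, and 0 to 2 list tests passed, again because 1 library then stands for its group. The difference in peak number, Dif-FGC minus FGSC, ran from -5620.5 to 2939.5 (1910 without FGSC 1), that in gene number from -2047 to 30, and the overlap within minus between groups from -5.05 to 9.27 percentage points (-1.04 without Dif-FGC 2). The cause was not tested. With the replicate number as a block, Dif-FGC minus FGSC was -311 and -2370 peaks and -495 and -1522 genes (means -1340.5 and -1008.5, exact paired permutation p = 0.5 for each, the smallest that 2 pairs allow). The labels do not say what a shared number stands for. Not run were a block fit of read counts, which the lists do not hold, an overlap by strand, which they do not carry either, and the position along the mRNA and the sequence motif with their alternatives. Depth is unknown, which limits every absence of a peak.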

Other observations

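The tests chosen only after the result was seen are the GO and KEGG term test, the interval of the odds ratio of matrix genes in mixed pairs, the test for libraries swapped between groups, the test of stromal or feeder RNA by the fibroblast list, and the count of granulosa cell markers in both Dif-FGC libraries. Of 1192 terms, 5 passed for FGSC-only genes and 2 for Dif-FGC-only genes. Genes of the proteinaceous extracellular matrix had an FGSC-only peak in 20 of 79 cases, or 25.3% against 7.39% of other genes (odds ratio 4.25, adjusted Fisher p = 0.00085). The 20 genes, named after their values were seen, include the matrix proteases Mmp2, Mmp3, Adamts5 and Adamts7, the collagen genes Col1a2, Col6a3 and Col8a1, the basement membrane gene Nid1, and Fbln2, Loxl1, Slit2, Ntn1, Tgfb3 and Tgfbr3. Each of the 20 had a peak in both FGSC libraries, as the rule asks. The wider terms extracellular region (43 of 256) and extracellular matrix (15 of 60) passed too, as did the root term cellular_component (100 of 917). Nuclear genes had FGSC-only peaks less often, in 180 of 3131 cases or 5.75% against 8.91% (adjusted Fisher p = 0.000724). They also had Dif-FGC-only peaks less often, in 45 of 3131 cases or 1.44% against 2.89% (adjusted Fisher p = 0.0134), and so had genes of poly(A) RNA binding, in 3 of 702 (adjusted Fisher p = 0.0344).

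In the full lists, the FGSC replicates overlapped no more than libraries of different groups did. A swap of 2 libraries between the groups is argued against, because with lists of equal length the real split gave 2438 loci of a pair only and the highest mixed split 1450, among 3 splits, too few for a share under 0.05. Weak peaks that do not repeat, or the unequal length of the lists, may still account for the low overlap. With lists of equal length 1026 loci were held by the FGSC pair only. Pairs of an FGSC with a Dif-FGC library then held 644 to 806 loci only in that pair. With full lists these counts were 1439 and 365 to 2044. The share of overlapped peaks with equal list lengths is not given here. Among the 25% of each list with the highest fold the FGSC pair lay at 55.7%. The pairs between groups lay at 56.4% ± 1.17 (SD, 4 pairs), and the difference of -0.68 points lies within that spread. These parts of the lists also differed in length, with 3480 to 5697 peaks. A biological difference between the FGSC cultures was not tested.

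The matrix genes among FGSC-only genes could reflect genes whose peaks come and go between any libraries. The rule set before this test was run would reject that. It asked for an odds ratio under 2 among genes peaked in a mixed pair only, and for a higher FGSC-only share at p under 0.05. Both were met, with an odds ratio of 1.11 and with 3.55% against 0.881% (Fisher p = 0.000237). However, the odds ratio of 4.74 among FGSC-only genes belongs to a term picked out of 1192 for its high share. The direct comparison therefore decides nothing. The 95% interval of the 1.11, chosen afterwards, was 0.504 to 2.22 (exact, conditional) and includes 2, so the question stays open. The 4.74 takes as background only genes with a peak in both FGSC libraries (66 matrix genes of 6525). The 4.25 above also takes genes with a peak in both Dif-FGC libraries. Matrix genes also made up 6 of 169 Dif-FGC-only genes, an odds ratio of 5.52 (Fisher p = 0.00145), so the pattern is not shown to be particular to FGSCs. RNA of stromal or feeder cells in the FGSC samples stays open, as fibroblast and stromal genes were in FGSCs only in 2 of 11 cases (Fisher p = 0.211), but in 8 of 19 with a peak in at least 1 library as the rule (42.1% against 20.0%, Fisher p = 0.0378, adjusted p = 0.289), 6 of 11 without Dif-FGC 1 (Fisher p = 0.00907, adjusted p = 0.209) and 7 of 18 without FGSC 2 (Fisher p = 0.0238, adjusted p = 0.348), against 3 of 12 without FGSC 1 (Fisher p = 0.4), 2 of 13 without Dif-FGC 2 (Fisher p = 0.319) and 2 of 9 with equal list lengths (Fisher p = 0.172). Expression of these genes, the biological alternative, was not analysed here, as a transcript absent from a sample gives no peak.

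The granulosa cell list had 7 of 14 genes with a peak in a Dif-FGC library and in no FGSC library, and a hypothesis is that granulosa cells of the co-culture added RNA to the Dif-FGC samples. That 1 Dif-FGC library gave the pattern is argued against, because without Dif-FGC 1 by the same rule the list had 3 of 10 genes (Fisher p = 0.00252, the larger of both) and without Dif-FGC 2 it had 6 of 13 (Fisher p = 0.000363). Granulosa RNA stays open, since 5 of the 24 markers had a peak in both Dif-FGC libraries, 10 had none in any library, and an abundant transcript without ac4C gives no peak. The markers with a peak numbered 6 in FGSC 1, 3 in FGSC 2, 12 in Dif-FGC 1 and 6 in Dif-FGC 2, and 4 of the 24 are also on another list. Levels of the most abundant markers were not analysed here, the labels name no sort of the differentiated cells, and a change of these genes within the germ cells was not tested.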
